A study of Mus musculus with 13 samples. Its data were reported in "Positive feedback between retinoic acid and 2-phospho-L-ascorbic acid trisodium salt during somatic cell reprogramming" (2020).

How the data were processed

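RNA-seq was performed on mouse embryonic fibroblasts (MEFs) of the OG2 strain, which carries a GFP reporter of the Oct4 gene, during reprogramming towards induced pluripotent stem cells. The labels placed the samples in 6 culture groups and a group of untreated MEFs. The cultures had or lacked AscPNa, a stable salt of vitamin C called Vc in the labels, and received 10 nM retinoic acid (RA), 1 µM RA, or the solvent DMSO. All samples came from passage 2 cells. The labels gave 13 samples, of which 12 had a file and were analysed. The second sample of the AscPNa+ 1 µM RA group was not analysed here. That left 5 groups of 2 libraries, 1 library for AscPNa+ 1 µM RA and 1 library for MEFs.

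The authors deposited a table of expected counts per gene for each library. They had checked the reads with FASTQC, trimmed them with TRIMMOMATIC, aligned them with bowtie2 to a transcript index made from an Ensembl annotation, and estimated the expected counts with RSEM. The versions of these programs were not stated, and replicates were not pooled. RSEM divides a read that fits several genes among them, so between 17.7% and 21.3% of the values in a library were not whole numbers. Genes that resemble a paralog or a pseudogene therefore carry an uncertainty that the tests leave out. The study corrected expression for GC content after this step, and the deposited expected counts hold no such correction. Counts were not stated to use the strand of the read.

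Each table listed 29267 Ensembl genes. The GENCODE M21 annotation of the mouse genome build GRCm38 gave a symbol to 28756 of them (98.3%). The authors' index came from an older Ensembl release, and the tables hold no coordinates, so every position given here is that of GENCODE M21 on GRCm38, counted from 1. The total expected count per library ranged from 5021950 to 10278894. The floor was set at 3 counts, which corresponded to between 0.29 and 0.60 CPM (counts scaled to a common library total) in a library. Reads carried no molecular identifiers, so the floor covers counting error only.

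Expected counts were rounded to whole numbers. Differential expression was tested with the quasi-likelihood test of edgeR (version 4.0.16, R version 4.3.3) after normalisation with TMM factors, which ranged from 0.88 to 1.08. The function filterByExpr with its minimum count of 10 kept 15300 genes. The 11 reprogramming libraries entered 1 model with a coefficient for each culture group and shared 1 estimate of the spread, with 5 residual degrees of freedom and a common coefficient of variation of 0.34. The MEF library was left out of the tested model. All tests were two-sided. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. Standard errors (SE) were derived from the log2 change and its F statistic. CPM values use the TMM-adjusted library totals, whereas the floor in CPM uses the unadjusted totals.

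The methods of the study state a rule on the log2 change and no test for RNA-seq. That rule was applied beside the test, as the number of genes with a log2 change above 1 or below -1, computed by edgeR with a prior count of 2. A comparison with a group of 1 library was given by this rule alone, with no p-value. The MEF comparison used 12 libraries and 15435 genes. Genes shared by a pair of comparisons were set against the number that independent lists of the same sizes would share.

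Gene sets were tested with camera of limma (version 3.58.1) at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 28 pairs of a set and a comparison. This correlation was preset and not estimated. The p-values of camera therefore rest on the spread across genes and do not measure how a set varies between cultures. The mean log2 change of a set came from the group coefficients of the model, which weigh a library by its counts. The values of the single replicates were differences of log2 CPM with a prior count of 2, which shrinks changes at low counts. The model used a smaller prior count. For both reasons the mean from the model can lie outside the range of the values of the single replicates. The same holds for the fitted changes of single genes. The genes named are the 16 that the study discusses from its RNA-seq, the delivered factors, genes that tell the sex of the embryos, and the 3 called genes with the largest rise and the largest fall in each comparison. The grouping, the tests, the gene sets, the rule for named genes and the alternatives were chosen before the data were examined. Further genes are marked where they appear as chosen after their values were seen.

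Replicate numbers came from the sample titles, in which a suffix marks the second sample of a group. They were used as a block in an alternative model, since the same number may mark the same round of culture. The other alternatives were the Wald test of DESeq2 (version 1.42.0), DESeq2 size factors in edgeR, no filter, a filter at a mean of 50 counts, a GC-content offset, the offset together with the block, a model with only the libraries compared, prior counts of 0.25 and 10, and leaving out libraries. GC content came from the M21 transcripts and was known for 15196 of the tested genes (99.3%).

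The procedure was tested on simulated data with the means, totals and groups of the real libraries. In these data 200 of 15300 genes, all with a mean of at least 50 counts, were changed by a known amount. The median log2 change recovered was 2.05 for raised and -1.97 for lowered genes. Counts were drawn with a spread set by the mean of a gene, without disagreement between libraries of the same label. In that test edgeR called 74.0% of the changed genes and made 155 calls, of which 4.5% were false, and DESeq2 called 80.0% of the changed genes. The GC-content offset lowered the correlation of an added GC bias with the log2 change from 0.63 to 0.04.

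Libraries kept the group of their label throughout. The expression table in the supplement of the study gave some replicate 1 libraries other condition names than the labels do and named the RA doses of replicate 2 differently, and it was not used as data. Figures were drawn with matplotlib (version 3.10.9).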

Results

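To ask whether RA and AscPNa act on the same genes during reprogramming, 11 libraries from 6 culture groups and 1 MEF library were compared. Each of 5 culture groups had 2 libraries, and AscPNa+ 1 µM RA had 1. In the order AscPNa- DMSO, AscPNa- 10 nM RA, AscPNa- 1 µM RA, AscPNa+ DMSO and AscPNa+ 10 nM RA, the total expected counts of the replicate 1 libraries were 8423894, 7819906, 5021950, 6265002 and 6894217. In the same order, those of the replicate 2 libraries were 9814618, 9070367, 6784056, 10278894 and 8374573. The total was 7975802 in the AscPNa+ 1 µM RA library and 8721401 in the MEF library. The shallowest library, AscPNa- 1 µM RA replicate 1, had the highest floor, at 0.60 CPM.

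RA-response transcripts were examined first, because they bear on the RA labels. Cyp26a1 (ENSMUSG00000024987, chromosome 19, 37697798 to 37701536, protein coding) encodes an enzyme that degrades RA. In replicate 2 it had 1 count with AscPNa- DMSO, 112 with AscPNa- 10 nM RA, 1192 with AscPNa- 1 µM RA, 2 with AscPNa+ DMSO and 80 with AscPNa+ 10 nM RA. In replicate 1 it had 3 counts with AscPNa- DMSO, 170 with AscPNa- 10 nM RA and 102 with AscPNa- 1 µM RA. The library labelled AscPNa+ DMSO replicate 1, which by its label received no RA, had 525 counts, and AscPNa+ 10 nM RA and AscPNa+ 1 µM RA replicate 1 had 267 and 2439. The MEF library had 0. Cyp26b1 (chromosome 6, 84571414 to 84593908) had 2612 counts in the library labelled AscPNa+ DMSO replicate 1 and 25 in replicate 2. Rarb (chromosome 14, 16430839 to 16819156), a gene outside the rule for named genes and chosen after its values were seen, had 687 and 5. Cyp26b1 had 26 and 10 counts in the AscPNa- DMSO libraries, and Rarb 1 and 6. The label of AscPNa+ DMSO replicate 1 was thus contradicted by its RA-response transcripts, and each direction below that uses this library carries that limit. The library was kept in its labelled group.

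**Figure D1:**
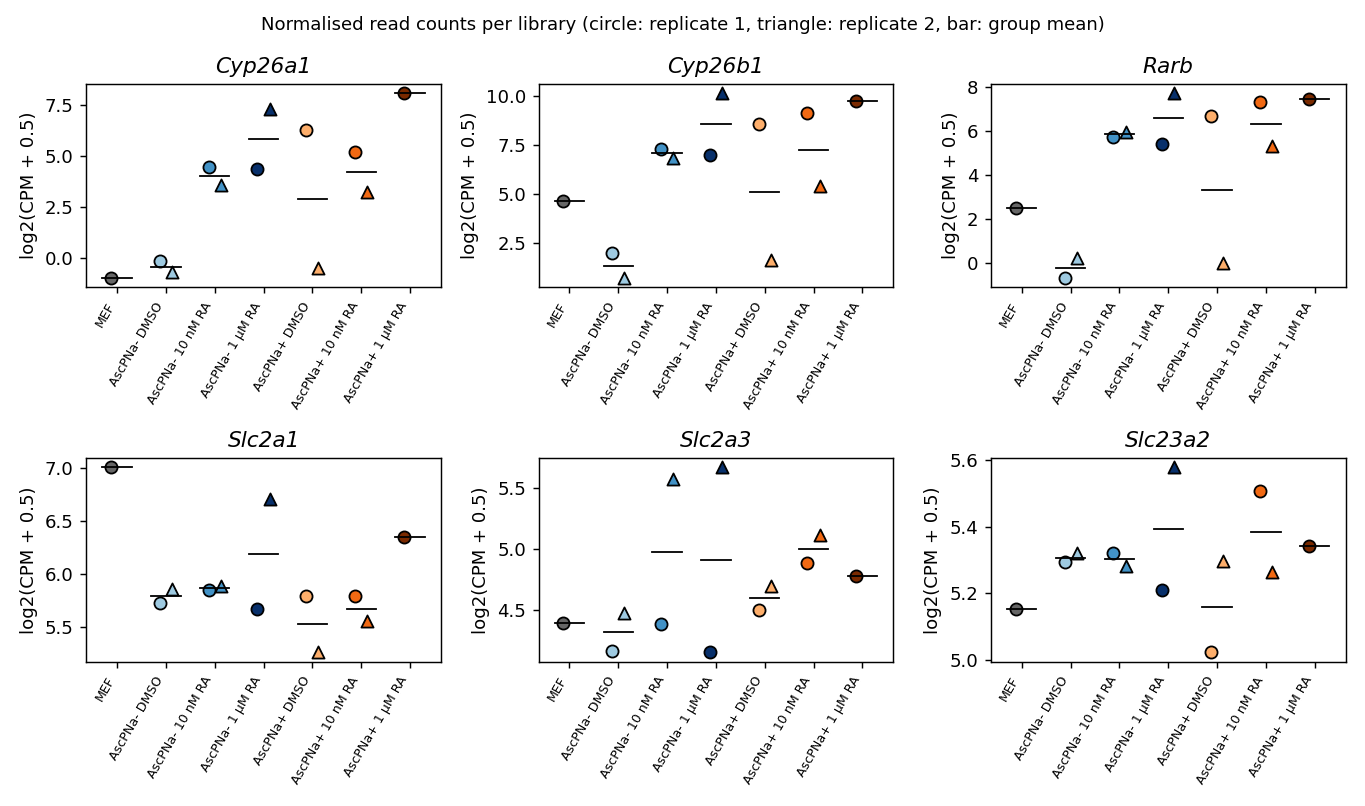
Normalised read counts of 6 genes, as log2(CPM + 0.5), for each library (circle, replicate 1; triangle, replicate 2) by labelled group, with a bar at the mean of the log2 values. The AscPNa+ DMSO libraries lie far apart for Cyp26a1, Cyp26b1 and Rarb, with 525 and 2 counts of Cyp26a1 behind the points.

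Libraries with the same label were not the most alike. The first principal component of log2 CPM held 61.2% of the variance and placed the AscPNa- DMSO libraries at -75.9 and -89.3, next to AscPNa+ DMSO replicate 2 at -65.2. The library labelled AscPNa+ DMSO replicate 1 lay at 50.2. The AscPNa- 10 nM RA libraries lay at -29.2 and 32.9, and the AscPNa- 1 µM RA libraries at -32.8 and 63.3. Across genes, the correlation of log2 CPM was 0.970 between the AscPNa- DMSO libraries, 0.951 between the AscPNa- 10 nM RA libraries, 0.923 between the AscPNa- 1 µM RA libraries, 0.916 between the AscPNa+ DMSO libraries and 0.958 between the AscPNa+ 10 nM RA libraries. The highest correlation, 0.984, was shared by 2 pairs with different labels. AscPNa- 10 nM RA and AscPNa- 1 µM RA of replicate 1 had the lowest chi-square per gene, at 2.12. AscPNa- 10 nM RA and AscPNa+ 10 nM RA of replicate 2 had the next lowest, at 5.81. A value of 2.12 is above counting noise, so the replicate 1 pair was kept as separate libraries as labelled. The comparison covers counting noise only and does not tell separate cultures from separate preparations of one sample. Genes are not independent replicates, and these correlations describe the libraries only.

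**Figure D2:**
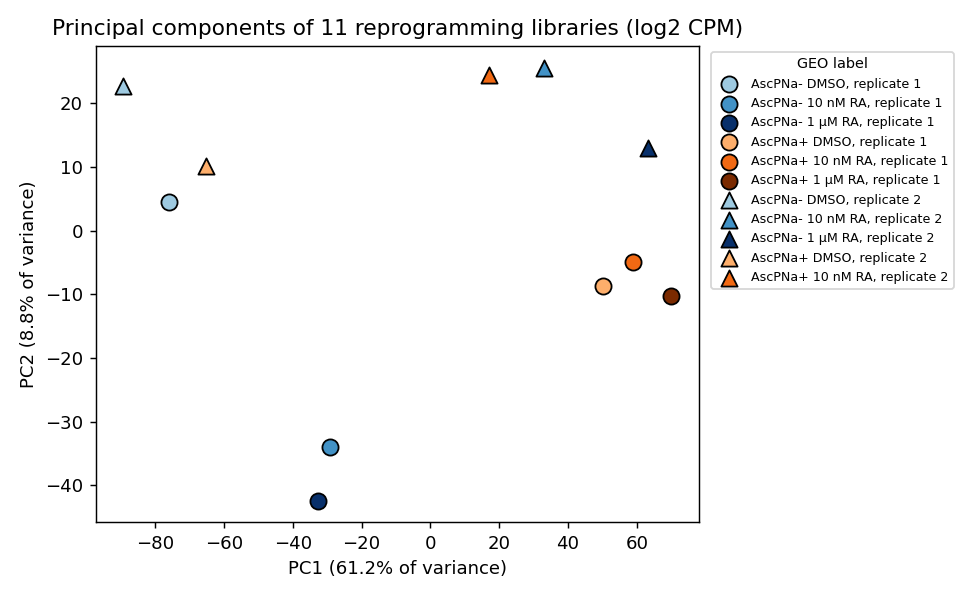
First and second principal components of log2 CPM over the 11 reprogramming libraries, in component score units (61.2% and 8.8% of the variance), coloured by label with circles for replicate 1 and triangles for replicate 2. The library labelled AscPNa+ DMSO replicate 1 sits at 50.2 on the first component and replicate 2 at -65.2.

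The first comparison asked which genes AscPNa moved without RA. No gene was called among 15300 (0 at an adjusted p-value under 0.05, edgeR), and 1670 genes (10.9%) had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.115. With the replicate number as a block 0 genes were called, with 1576 at an unadjusted p-value under 0.05. The correlation of same-numbered libraries in their deviations from the group means was 0.16 across genes. DESeq2 moved this result most and called 144 genes, 123 higher and 21 lower. By the log2 rule 1374 genes were above 1 and 489 below -1. Replicate 1 alone gave 2138 genes above 1 and 1895 below -1, against 752 and 351 in replicate 2, and 289 and 114 genes passed in both. The replicate 1 numbers rest on the library labelled AscPNa+ DMSO replicate 1.

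The next comparisons asked which genes RA moved without AscPNa. At 10 nM RA, 0 genes were called and 1308 (8.5%) had an unadjusted p-value under 0.05, with a smallest adjusted p-value of 0.203. At 1 µM RA, 0 genes were called and 2106 (13.8%) had an unadjusted p-value under 0.05, with a smallest adjusted p-value of 0.082. With the replicate block the counts of called genes were again 0, with 1184 and 1949 genes at an unadjusted p-value under 0.05. Same-numbered libraries correlated at -0.09 and -0.05 in these comparisons. DESeq2 called 18 genes at 10 nM RA, 13 higher and 5 lower, and 181 at 1 µM RA, 161 higher and 20 lower. By the log2 rule 10 nM RA put 1382 genes above 1 and 659 below -1, and 1 µM RA put 1603 above and 860 below. The log2 changes of the replicates correlated at 0.40 and 0.42 across genes for the RA comparisons and at 0.30 for AscPNa.

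**Figure D3:**
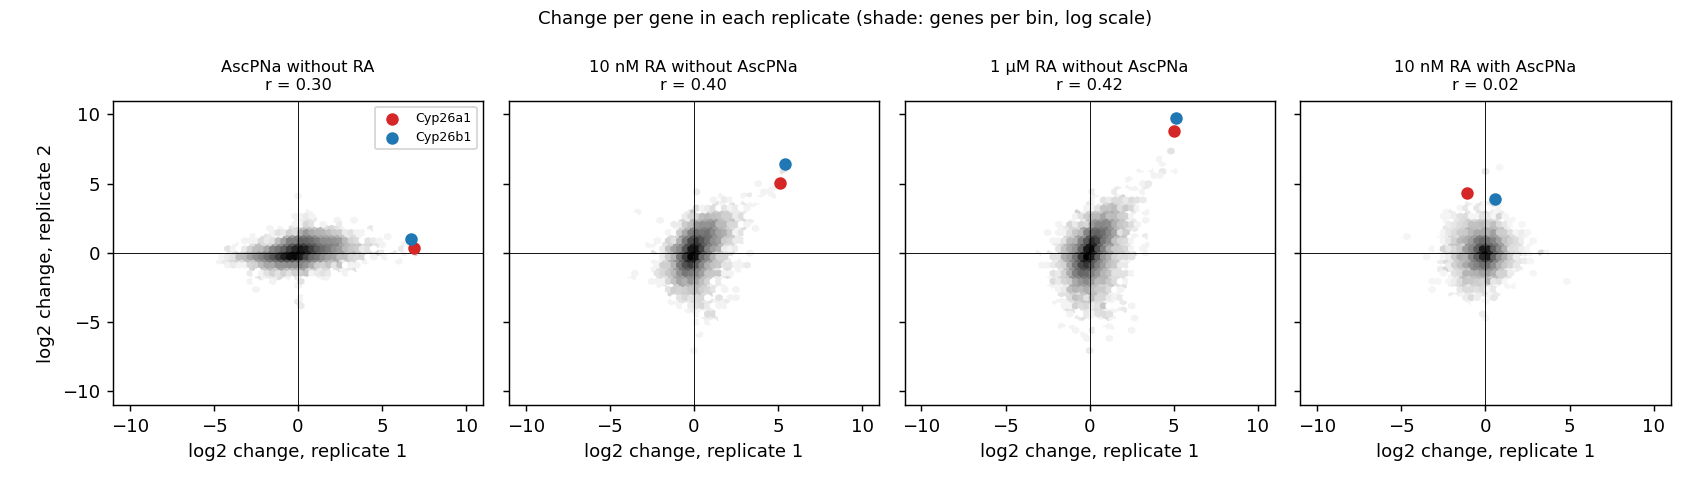
Log2 change of each gene in replicate 1 (horizontal) and replicate 2 (vertical) for 4 comparisons, with shading for the number of genes per bin on a log scale, and Cyp26a1 and Cyp26b1 as coloured points. The correlations across genes are 0.30, 0.40, 0.42 and 0.02, and the library labelled AscPNa+ DMSO replicate 1 enters the first and last panels.

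The dose of RA and the joint use of both compounds were tested in the same model. Between 1 µM and 10 nM RA without AscPNa, 0 genes were called and 43 (0.3%) had an unadjusted p-value under 0.05. The replicates differed on dose, since Cyp26a1 changed by -0.10 in replicate 1 and 3.77 in replicate 2, and Cyp26b1 by -0.29 and 3.32. The replicate 1 libraries labelled AscPNa- 10 nM RA and AscPNa- 1 µM RA held 21.9 and 20.2 CPM of Cyp26a1, and across genes their profiles correlated at -0.45 and -0.44 with the replicate 2 profiles of the same label. The RA comparisons without AscPNa, and the dose comparison, carry that limit too. For 10 nM RA in the presence of AscPNa, 0 genes were called and 105 (0.7%) had an unadjusted p-value under 0.05, and the rule put 287 genes above 1 and 672 below -1. For the interaction of 10 nM RA with AscPNa, 0 genes were called and 193 (1.3%) had an unadjusted p-value under 0.05. The smallest adjusted p-value was 1 in each of these tests. With the replicate block, 0 genes were called in each, with 44, 94 and 183 at an unadjusted p-value under 0.05, and same-numbered libraries correlated at 0.68 for the dose and 0.42 for RA with AscPNa. The changes of the replicates correlated at -0.04, 0.02 and 0.03 across genes. For 1 µM RA with AscPNa, which had no replicate check, 664 genes were above 1 and 1438 below -1. The AscPNa+ comparisons and the interaction use the library labelled AscPNa+ DMSO replicate 1 as a control.

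To ask whether the compounds share targets, the lists of the log2 rule were intersected. Of the genes above 1, AscPNa and 10 nM RA shared 1074, against 124.1 for independent lists, a ratio of 8.65. They shared 302 genes below -1, against 21.1, a ratio of 14.34. AscPNa and 1 µM RA shared 1116 genes above 1, against 144.0, and 313 below -1, against 27.5. Each comparison used the same AscPNa- DMSO libraries, which raises the overlap. When the RA change came from replicate 1 and the AscPNa change from replicate 2, so that no library was shared, AscPNa and 10 nM RA shared 154 genes above 1, against 60.7, a ratio of 2.53. The reverse choice, which uses the library labelled AscPNa+ DMSO replicate 1, gave 1301 genes against 311.2, a ratio of 4.18. Leaving that library out lowered the shared genes above 1 from 1074 to 236.

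Of the 16 genes the study discusses, 15 were tested, and 0 passed the threshold in any comparison, adjusted over all genes or over the list alone. At an unadjusted p-value under 0.05 there were 2 for AscPNa, 5 for 10 nM RA, 6 for 1 µM RA and 0 in the other comparisons. Slc2a2 was too low to test, with 0 to 5 counts per library. Without AscPNa, Cyp26a1 was at 0.254 ± 0.199 CPM with DMSO (SD, n = 2), where both libraries were at or under 3 counts, at 16.7 ± 7.29 CPM with 10 nM RA (SD, n = 2) and at 89.7 ± 98.3 CPM with 1 µM RA (SD, n = 2). Its mean was 46.5 times the floor of 0.36 CPM with 10 nM RA and 249 times that floor with 1 µM RA. These are not strict lower limits, since 3 counts stood at 0.395 CPM in AscPNa- DMSO replicate 1. The 1 µM RA mean rests mostly on replicate 2, at 159 CPM against 20.2 CPM in replicate 1. The fitted log2 change of Cyp26a1 was 5.99 at 10 nM RA (SE 2.58, adjusted p-value 0.542, edgeR) and 8.44 at 1 µM RA (SE 2.60, adjusted p-value 0.352), higher in both replicates. Over the list alone its adjusted p-values were 0.149 and 0.0652. With AscPNa alone the log2 change was 7.20 (SE 2.57, adjusted p-value 0.442, edgeR). It rests on the library labelled AscPNa+ DMSO replicate 1, at 215 times the same floor. In replicate 2 both libraries were at or under 3 counts and no change was detectable at this depth. With AscPNa present, 10 nM RA changed Cyp26a1 by -0.78 (SE 1.64, adjusted p-value 1), made of -1.10 in replicate 1 and 4.34 in replicate 2. Cyp26b1 rose by 5.91 at 10 nM RA (SE 2.33) and by 8.15 at 1 µM RA (SE 2.54), with adjusted p-values of 0.542 and 0.352. In replicate 2 alone, Cyp26b1 rose by 6.39 with 10 nM RA without AscPNa and by 3.92 with it, and the difference was not called in the interaction test (adjusted p-value 1).

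The transporters of ascorbate and its oxidised form were compared next. Slc2a1 (Glut1, ENSMUSG00000028645, chromosome 4, 119108711 to 119137983) was at 57.9 ± 1.04 CPM with 10 nM RA (SD, n = 2) and at 77.1 ± 37.5 CPM with 1 µM RA (SD, n = 2), and its log2 changes were 0.07 (SE 0.33) and 0.49 (SE 0.33). The 1 µM RA change was -0.04 in replicate 1 and 0.84 in replicate 2. Slc2a3 (Glut3, ENSMUSG00000003153, chromosome 6, 122727809 to 122801640) changed by 0.78 (SE 0.52) and 0.80 (SE 0.53), made of 0.23 and 1.09 in the replicates at 10 nM RA and of 0.00 and 1.20 at 1 µM RA. Slc23a2 (Svct2, ENSMUSG00000027340, chromosome 2, 132052496 to 132145108) changed by -0.01 (SE 0.19) and 0.10 (SE 0.19). None of these changes was called (adjusted p-values 0.937 and 0.459 for Slc2a1, 0.575 and 0.454 for Slc2a3, and 0.979 and 0.771 for Slc23a2, edgeR). The smallest unadjusted p-value was 0.168, for Slc2a3 at 1 µM RA. The test uses a spread estimated over all culture groups, among them the AscPNa+ DMSO libraries that lay far apart. It therefore does not exclude a rise of Slc2a1 or Slc2a3.

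The mesenchymal regulator Zeb1 (chromosome 18, 5591860 to 5775467) fell by 0.38 at 10 nM RA (SE 0.13) and by 0.49 at 1 µM RA (SE 0.14), and was lower in both replicates of each, with adjusted p-values of 0.542 and 0.352. With AscPNa alone it fell by 0.26 (SE 0.13), lower in both replicates, with an adjusted p-value of 0.482. Twist1 fell by 0.91 and 1.13 with RA (SE 0.54 and 0.54, adjusted p-values 0.552 and 0.374). With AscPNa alone Twist1 changed by -0.80 (SE 0.54, adjusted p-value 0.546, edgeR). This was made of -1.59 in replicate 1, from the library labelled AscPNa+ DMSO replicate 1, and -0.36 in replicate 2. Dppa5a had 230 counts in AscPNa- 10 nM RA replicate 2 and 0 to 2 in the other reprogramming libraries. Its rise at 10 nM RA, to 65.8 times the floor of 0.36 CPM, therefore rests on 1 library. Nanog rose by 1.63 at 10 nM RA (SE 0.87, adjusted p-value 0.542), made of 0.11 and 2.27. Xist and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had counts in all libraries, with at least 1794 counts of Xist and 51 of Uty.

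Of 28 pairs of a gene set and a comparison, 18 had an adjusted p-value under 0.05 (camera). Among the alternatives run on gene sets, none of which left out a library, the absence of a filter moved them most. Retinoid response genes changed by 2.95 on average at 10 nM RA (12 of 15 genes higher, adjusted p-value 6.79e-05), by 3.92 at 1 µM RA (13 of 15, adjusted p-value 2.72e-05) and by 3.52 with AscPNa (13 of 15, adjusted p-value 0.00181). The AscPNa value was 3.30 in replicate 1, from the library labelled AscPNa+ DMSO replicate 1, and 0.04 in replicate 2. All 28 proliferation genes were higher with AscPNa (mean 1.51, adjusted p-value 2.9e-23; 1.98 and 0.71 in the replicates), 10 nM RA (1.31, adjusted p-value 2.65e-21; 1.00 and 1.58) and 1 µM RA (1.33, adjusted p-value 8.94e-18; 0.89 and 1.68). Mesenchymal genes were lower with AscPNa (-0.49, adjusted p-value 0.000894; -1.41 and -0.17), 10 nM RA (-0.78, adjusted p-value 1.89e-05; -0.47 and -1.35) and 1 µM RA (-0.84, adjusted p-value 1.89e-05; -0.45 and -1.68). Collagens were lower in the same comparisons, by -0.28, -0.50 and -0.51 (adjusted p-values 0.000728, 1.99e-05 and 2.72e-05). Epithelial genes were higher with 10 nM and 1 µM RA (0.48 and 1.49 in the replicates at 10 nM RA, 0.61 and 1.62 at 1 µM RA, adjusted p-values 0.00485 and 0.00437), and did not pass with AscPNa (0.82, adjusted p-value 0.432). With AscPNa present, 10 nM RA changed mesenchymal genes by -0.84 (adjusted p-value 2.72e-05; -0.11 and -1.02 in the replicates), epithelial genes by 0.61 (adjusted p-value 0.000894; 0.08 and 1.19) and collagens by -0.41 (adjusted p-value 0.0147; -0.09 and -0.44). Proliferation genes changed by 0.15 (28 of 28 higher, adjusted p-value 0.000983), although the replicates gave -0.30 and 0.92. Retinoid response genes changed by -0.10 and did not pass (adjusted p-value 0.0708; -0.19 and 1.98). The replicate 1 values of this comparison use the library labelled AscPNa+ DMSO replicate 1. Ascorbate metabolism and Hox genes passed in 0 comparisons, with a smallest unadjusted p-value of 0.0594.

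**Figure D4:**
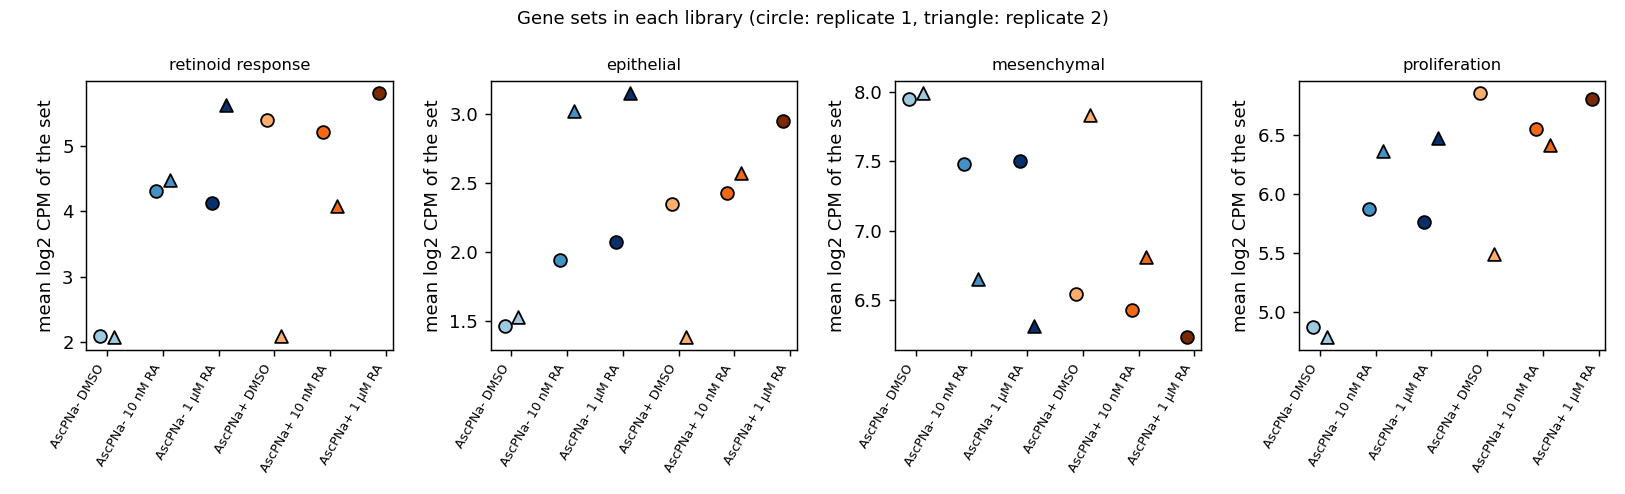
Mean log2 CPM of 4 gene sets in each reprogramming library by labelled group, with circles for replicate 1 and triangles for replicate 2. The library labelled AscPNa+ DMSO replicate 1 stands at 5.40 for retinoid response genes and replicate 2 at 2.10.

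Against the MEF library, which had no replicate, the number of genes beyond 1 or -1 was 3449 for AscPNa- DMSO, 4710 for AscPNa- 10 nM RA, 4869 for AscPNa- 1 µM RA, 4724 for AscPNa+ DMSO, 5292 for AscPNa+ 10 nM RA and 5883 for the AscPNa+ 1 µM RA library. A filter at a mean of 50 counts moved these most, to 1806 for AscPNa- DMSO and 3605 for AscPNa+ 1 µM RA. By library, AscPNa+ DMSO had 2489 genes below -1 in the library labelled replicate 1 and 1362 in replicate 2, and AscPNa- DMSO had 1337 and 1322. The replicates also lay apart in the other groups, with 1440 and 2034 genes below -1 for AscPNa- 10 nM RA, 1559 and 2347 for AscPNa- 1 µM RA, and 2552 and 1899 for AscPNa+ 10 nM RA. The delivered factor Pou5f1 had 1 count in MEFs and at least 2061 in each reprogramming library. These counts do not separate the delivered gene from the endogenous one.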

Values the study reported

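The study reported that RA raised 1369 genes and AscPNa raised 1261, with 827 genes raised by both. It reported 1366 genes lowered by RA and 940 lowered by AscPNa, of which 378 were lowered by both.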

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

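The test weighed in this part was chosen before its result was seen, and the tests of the library labels were chosen only after the result was seen.

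By camera on the interaction term, the effect of 10 nM RA with against without AscPNa passed 0.05 in 4 of the 7 gene sets. These p-values rest on the spread across genes at a preset correlation and do not measure how a set varies between cultures. The edgeR test called 0 genes for this interaction. For retinoid response genes the mean difference of log2 change was -3.05 (adjusted p-value 0.000455), with -2.40 in replicate 1 and -0.44 in replicate 2. For proliferation genes it was -1.16 (adjusted p-value 2.75e-17), with -1.30 and -0.65. For mesenchymal genes it was -0.07 (adjusted p-value 0.0484), while the single replicates gave 0.36 and 0.33. For collagens it was 0.09 (adjusted p-value 0.00148), with 0.05 and 0.54. The mesenchymal mean from the model thus has the opposite sign to both replicates, and no direction is drawn from it.

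The design offers a biological explanation, that AscPNa weakens the response to RA, and a technical one, a mislabelled sample. The control of the AscPNa+ comparison includes the library labelled AscPNa+ DMSO replicate 1, whose RA-response transcripts contradict its label, and such a library would lower the measured effect of RA. If the label were the cause, the interaction changes of the replicates would not correlate across genes, and the correlation was 0.03. A mislabelled sample would give such a low correlation, but plain noise between replicates would give it too. The labelled assignment of the replicate 1 libraries to the replicate 2 conditions ranked 70 of 120 by profile correlation. That ranking cannot decide on RA labels, since the best assignment paired AscPNa- 1 µM RA replicate 1 with AscPNa+ DMSO of replicate 2. These libraries had 102 and 2 counts of Cyp26a1. All 4 sets had the same sign in both replicates, and replicate 2 does not use that library, but it holds 1 library per condition and allows no test. The replicate 1 value exceeded that of replicate 2 in size for retinoid response and proliferation genes, where the size of the difference cannot be told apart from a mislabelled sample. For collagens replicate 1 gave 0.05 and replicate 2 gave 0.54, and for mesenchymal genes the replicates gave similar values. Replicate 2 leaves that library out by design, so its values do not show what the library did to the means from the model.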

How the results depend on the processing

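With DESeq2 size factors, the filter at a mean of 50 counts, the GC-content offset, the replicate block and the block with the offset, 0 genes were called in all 6 tests, as in the reported model, where between 43 and 2106 genes had an unadjusted p-value under 0.05. The smallest adjusted p-value with the replicate block was 0.477 for AscPNa, 0.551 for 10 nM RA, 0.386 for 1 µM RA and 1 in the other tests. DESeq2 called 144 genes for AscPNa (123 higher, 21 lower), 18 for 10 nM RA (13 and 5), 181 for 1 µM RA (161 and 20) and 1 for the interaction. The DESeq2 calls changed in the same direction in both replicates for 135 of 144, 18 of 18 and 181 of 181 genes, which the calling from those replicates largely fixes and which shows no stability. The interaction call was Gm9797 (-5.10, adjusted p-value 0.000624, smallest adjusted p-values of the alternatives up to 1). A model with only the libraries compared called 23 genes for 10 nM RA (22 higher, 1 lower), of which 4 were among the 18 of DESeq2. That model called 0 of the 144 DESeq2 genes for AscPNa and 0 of the 181 for 1 µM RA, with 813 and 2088 genes at an unadjusted p-value under 0.05. With no filter, 2 genes were called for AscPNa (Gm9797 and Aldh1l2), 1 for 10 nM RA and 1 for 1 µM RA (Gm9797 in both). These genes were named after their values were seen. The cause was not tested. The reported model called 74.0% of simulated changes. Those were large changes in genes with a mean of at least 50 counts, drawn without disagreement between libraries of the same label. That rate does not carry over to these data, so the small number of libraries is not excluded as a cause.

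Of the counts by the log2 rule, a prior count of 10 gave 1136 genes for AscPNa, 1238 for 10 nM RA, 1591 for 1 µM RA, 506 for 10 nM RA with AscPNa and 1332 for 1 µM RA with AscPNa, and 609 and 660 shared genes above 1 for 10 nM and 1 µM RA. A mean of at least 50 counts gave 977, 1056, 1287, 416 and 1021 genes in the same order, 607 and 654 shared above 1, and 165 and 172 shared below -1. Against MEFs that filter gave 1806, 2543, 2704, 2676, 3115 and 3605 genes. An added adjusted p-value under 0.05 left 0 genes in each replicated comparison and each shared list, with 105 to 2106 genes at an unadjusted p-value under 0.05. With RA from replicate 1 and AscPNa from replicate 2, shared genes fell to 154 and 185 above 1 and to 48 and 61 below -1. The reverse gave 1111 and 1319 below -1. Low-count genes thus hold much of each count, which the depth limits. The cause was otherwise not tested.

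Leaving out libraries left an arm with 1 library, so no calls were made. The log2-rule count then ranged from 658 to 4162 for AscPNa, from 1379 to 3938 for 10 nM RA, from 1620 to 4760 for 1 µM RA, from 703 to 2660 for 10 nM RA with AscPNa and from 845 to 3894 for 1 µM RA with AscPNa. Shared genes ranged from 236 to 1481 above 1 and from 86 to 592 below -1 for 10 nM RA, and from 241 to 1570 and from 101 to 751 for 1 µM RA. The lowest shared counts came without the library labelled AscPNa+ DMSO replicate 1. Log2 changes that changed sign were those of Cyp26a1 for AscPNa (from -0.27 to 8.22) and for 10 nM RA with AscPNa (from -2.11 to 6.67), Cyp26b1 for 10 nM RA with AscPNa (from -2.19 to 6.86), Slc2a1 for 10 nM RA (from -0.01 to 0.14) and 1 µM RA (from -0.12 to 0.91), Slc2a3 for 1 µM RA (from -0.18 to 1.37), and Slc23a2 for 10 nM RA (from -0.06 to 0.03) and 1 µM RA (from -0.10 to 0.28). The GC-content offset moved Slc23a2 at 10 nM RA to 0.04 (adjusted p-value 0.931).

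The gene sets were rerun with the replicate block, DESeq2 size factors, no filter and the GC-content offset. They were not rerun with libraries left out, so these values do not show the influence of the library labelled AscPNa+ DMSO replicate 1. Among 116 values under these alternatives, those of the gene sets and of the number of sets past the threshold, 112 kept their direction and their side of the threshold. With no filter, the epithelial and collagen sets no longer passed for 10 nM RA with AscPNa (adjusted p-values 0.0715 and 0.0664), and ascorbate metabolism passed for AscPNa (-0.28, adjusted p-value 0.0472). With the GC-content offset, Hox genes passed for 1 µM RA (0.53, adjusted p-value 0.015). The replicate block moved 0 sets across the threshold. Of the genes named, Cyp26a1 passed under DESeq2 for AscPNa (7.29, adjusted p-value 0.0372) and 1 µM RA (8.51, adjusted p-value 0.00891), as did Cyp26b1 for 1 µM RA (8.17, adjusted p-value 0.00686). Cyp26b1 passed for 10 nM RA with only the libraries compared (5.93, adjusted p-value 0.0295). Another 30 values of these genes moved by more than 1 SE without changing sign, each when libraries were left out.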

Other observations

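The tests on the library labels, on Dppa5a, on the delivered factors and on Gm9797 and Aldh1l2 were chosen only after the result was seen, and those on genes shared by RA and AscPNa were chosen before.

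The library labelled AscPNa+ DMSO replicate 1 carried RA-response transcripts that replicate 2 of the same label lacked. A candidate explanation is a mislabelled sample. Over all 120 assignments of 5 replicate 1 libraries to the 5 conditions of replicate 2, the labelled assignment ranked 70, with a mean correlation of -0.09 against 0.45 for the best, and 1 of 5 labels was closest to its own label. The best assignment paired AscPNa- 1 µM RA with AscPNa+ DMSO, so the ranking does not decide on RA labels. The retinoid response mean was 2.10 log2 CPM in AscPNa- DMSO replicate 1 and 4.13 to 5.81 in the other replicate 1 libraries. These values argue against an exchange of labels within replicate 1 as a full account of this library. That account would need another library with a low mean, if AscPNa+ DMSO is low as in replicate 2. Exchanges that leave the RA response of AscPNa+ DMSO unexplained remain open. The best assignment was itself an exchange within replicate 1, and the supplement of the study gave some of these libraries other condition names. A sample from outside replicate 1 is not excluded. An effect of AscPNa itself on these genes was not seen in replicate 2, where the mean log2 difference of the retinoid response set was 0.04. A partial admixture of an RA-treated library would give the same share from raised and lowered genes. The median share was 0.97 from the 50 genes that RA lowered most in replicate 2 and 0.68 from the 50 it raised most, so a small admixture is not what the lowered genes show. The labels of other replicate 1 libraries may be in doubt too. Without AscPNa, Cyp26a1 stood at 21.9 CPM with 10 nM RA and 20.2 CPM with 1 µM RA in replicate 1. No library was moved to another group.

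Genes above 1 in both the AscPNa and the RA comparisons were more numerous than independent lists would give. Shared control libraries were tested by drawing the comparisons from different libraries, and the lowest ratio to independence was 2.53, so shared controls alone do not account for the overlap. This ratio uses replicate 1 RA libraries whose labels may be in doubt. For a mislabelled sample, the AscPNa change of replicate 1 was to share over 3 times as many genes with 10 nM RA as that of replicate 2. The ratio was 2.96, just short of that threshold. It pools pairs that share a control library, and it largely follows the lengths of the AscPNa lists, 2138 genes in replicate 1 and 752 in replicate 2, so it does not bear on the label either way. Without the library labelled AscPNa+ DMSO replicate 1, the genes above 1 shared with 10 nM RA fell from 1074 to 236 while the AscPNa list of genes above 1 fell from 1374 to 361, and the ratio to independence went from 8.65 to 7.22. With single libraries, and without that one, the overlap was 154 genes against 60.7 with RA from replicate 1 and AscPNa from replicate 2, and 609 against 109.5 in replicate 2 alone, where the control library is shared. How much of the overlap in the pooled lists comes from a mislabelled sample cannot be told from these values.

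Dppa5a (ENSMUSG00000060461, chromosome 9, 78367052 to 78368177) had 230 counts in AscPNa- 10 nM RA replicate 2. This library ranked 1 of 11 for the mean of a list of pluripotency genes, at 2.45 log2 CPM over 11 members against 0.42 in replicate 1 of the same label. It ranked 3 of 11 for the library total, so library size does not single it out. Pluripotent cells in that library are a candidate explanation. Reads shared with copies of Dppa5a were not tested.

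The mean log2 CPM of the delivered factors Pou5f1, Sox2, Klf4 and Myc ranged from 8.16 to 9.85 across the reprogramming libraries. Its relation to the library total did not pass 0.05 over the 11 libraries, with Pearson's r -0.33 (permutation p-value 0.323, adjusted 0.404) and Spearman's rho -0.53 (permutation p-value 0.0998). Without the 2 farthest libraries r was -0.28. Within the 6 replicate 1 libraries r was -0.18 (exact permutation p-value 0.688) and rho -0.03 (exact permutation p-value 1). Without the 2 farthest of these libraries r changed sign, to 0.39. No correlation was computed over the 5 replicate 2 libraries. A relation with the mesenchymal genes was to be tested in the replicate 1 libraries, where the exact permutation p-value was 0.00139, but their mesenchymal means fall into 2 clusters of 3. That value therefore mixes the gap between the clusters with the order inside them, which was also inverse in both but cannot be tested over 3 libraries. Over all 11 libraries Pearson's r was -0.90 (permutation p-value 1e-05) and Spearman's rho -0.97, with the same mixing. Once the clusters were seen they were separated at a gap in the mesenchymal mean, between 6.81 and 7.48. Within the 6 libraries of the lower cluster, 3 from each replicate number, Pearson's r was -0.96 (exact permutation p-value 0.00278, adjusted 0.00463 over 5 relations computed) and Spearman's rho -0.94 (exact permutation p-value 0.0167). Without the 2 farthest libraries r was -0.91. No correlation was computed over the 5 libraries of the higher cluster. A batch of 3 is too small to repeat the relation. Progress of reprogramming, or the dose of the delivered genes, could each give such a relation, and the counts do not separate delivered from endogenous transcripts.

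Gm9797 and Aldh1l2 were singled out after their values were seen. Gm9797 (chromosome 10, 11609223 to 11609835, a transcribed processed pseudogene) had 2 and 3 counts in the AscPNa- DMSO libraries, 67 to 270 in the 9 other reprogramming libraries and 6 in MEFs. Aldh1l2 (chromosome 10, 83487450 to 83534140) had 926 and 998 counts in the AscPNa- DMSO libraries, 56 to 257 in the others and 1918 in MEFs. In replicate 2, where the RA-response genes follow the labels, Gm9797 differed by 4.82 on the log2 scale between AscPNa+ DMSO and AscPNa- DMSO, and was at least 45.8-fold higher when set against the floor. A mislabelled sample in replicate 1 does not enter that difference. All 9 other libraries lay above the AscPNa- DMSO pair for Gm9797 and all 9 below it for Aldh1l2. The genes were picked for this pattern, so these values do not test it. Of 15300 genes, 1947 were lower and 1943 higher in both AscPNa- DMSO libraries than in the 9 others, where chance would give 1.8% in a direction. Gm9797 is a pseudogene whose reads may be shared with its parent gene, which was not tested.

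By the log2 rule, and with the library labelled AscPNa+ DMSO replicate 1 kept in its group, AscPNa lowered 489 genes here. That is lower than the value quoted from the study above. RA lowered 659 genes at 10 nM and 860 at 1 µM here. Both are lower than the value quoted from the study above, whose dose is not given there. Genes lowered by both numbered 302 with 10 nM RA and 313 with 1 µM RA. These are lower than the value quoted from the study above. AscPNa raised 1374 genes here, 10 nM RA 1382 and 1 µM RA 1603, and AscPNa shared 1074 and 1116 raised genes with them. Each is higher than the value quoted from the study above. The counts are not like measures, since the study corrected expression for GC content and the counts here hold no such correction. The supplement of the study also gave some replicate 1 libraries other condition names, so the groups may differ. With the GC-content offset, raised and lowered genes together went from 1863 to 1683 for AscPNa. Raised genes shared by AscPNa and 10 nM RA went from 1074 to 985. No conclusion is drawn from which value is higher or lower.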
